# Identification of maternally-loaded RNA transcripts in unfertilized eggs of *Tribolium castaneum*

**DOI:** 10.1186/1471-2164-13-671

**Published:** 2012-11-27

**Authors:** Kevin M Preuss, Jacqueline A Lopez, John K Colbourne, Michael J Wade

**Keywords:** Maternal transcriptome, Maternal effects, Sexual antagonism, Whole-genome microarray

## Abstract

**Background:**

Maternal RNAs play a critical role in early development. Variation in the diversity and levels of maternally derived gene transcripts may be central to the origin of phenotypic novelty -- a longstanding problem in evolution and development. By studying maternal transcriptomes within and between divergent species, a better understanding of the evolutionary forces acting on maternal RNA allocation is possible.

**Results:**

We present the first maternal transcriptome of the red flour beetle, *Tribolium castaneum*. Using a tiled whole-genome microarray, we found that 58.2% of *T. castaneum* genes are maternally loaded into eggs. Comparison of known *Drosophila melanogaster* maternal genes to our results showed widespread conservation of maternal expression with *T. castaneum*. Additionally, we found that many genes previously reported as having sex or tissue specific expression in *T. castaneum* were also maternally loaded. Identification of such pleiotropy is vital for proper modeling and testing of evolutionary theory using empirical data. The microarray design also allowed the detection of 2315 and 4060 novel transcriptionally active regions greater in length than 100 bp in unfertilized and fertilized *T. castaneum* eggs, respectively. These transcriptionally active regions represent novel exons of potentially unknown genes for future study.

**Conclusions:**

Our results lay a foundation for utilizing *T. castaneum* as a model for understanding the role of maternal genes in evolution.

## Background

Maternal resources are essential to initiate development and to embryo growth. Early embryonic development in animals is a collaborative effort whose control is shared by genes in both the maternal and embryonic genomes. Thousands of RNA transcripts and proteins from the maternal genome are deposited into the egg during oogenesis. These maternal gene transcripts direct and sustain embryonic development until they are replaced with zygotic transcripts [1,2]. Maternal RNAs are known to be important for regulating cellular and developmental processes as well as establishing embryonic axes [3-6]. Evolutionary differences in the maternal RNAs may thus affect the future developmental trajectory of an embryo.

Because of their critical influence on early development, maternal RNAs are believed to play an important role in the developmental differences among species [5,7]. Thus, identifying maternal RNA transcripts is an important step for studying differences in development between taxa. We use recent technological advances in DNA tiling arrays to identify maternal transcripts deposited in the oocyte prior to fertilization in the red flour beetle, *Tribolium castaneum*, characterizing the eggs laid by virgin female beetles. We compare these transcripts to those present in 24-hour fertilized eggs to identify the array of early acting genes after fertilization. The identification of maternal transcripts introduced here will spark future work to identify species-specific and conserved maternally acting genes.

Because maternal genes are transmitted via RNA across generations, they are uniquely situated to position offspring to meet environmental challenges. In some species, the composition of oocyte maternal transcripts is believed to be influenced by the environment, resulting in offspring polyphenisms [8-10] which in turn affect the evolutionary and selective forces acting on genes. Thus, identifying maternally contributed RNAs and studying their regulation may yield insights into how trans-generational processes affect the development of complex phenotypes.

Evolutionary theory [7,11] has shown that genes with strictly maternal expression evolve differently than constitutively expressed genes, because selection on sex-specific genes is weaker [11-14]. However, the strength of selection on genes with *both* maternal and zygotic function may be equal to or greater than that of a similar gene with only zygotic function [7,11,15]. Thus, the ability to accurately assign genes with pleiotropic function to a specific expression pattern allows more accurate tests of theoretical predictions with empirical data.

To characterize the maternal transcriptome, we identified RNAs present in unfertilized eggs and in early developing eggs (≤24 h post laying) of *T. castaneum*, an emerging model system. Additionally, our design also allowed us to identify novel transcriptionally active regions (TARs) outside of the annotated genes. These TARs represent potential transcripts not yet included in the *T. castaneum* genome as it is currently annotated. These novel results provide a framework for utilizing *T. castaneum* as a model for understanding the role of maternal genes in evolution.

## Results

### Maternal expression in virgin eggs using a tiled whole-genome microarray

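Eggs of mated females, which hold maternal and zygotic RNA, were compared with eggs of virgin females, which hold maternal RNA alone. Both were collected over 24 h at 30°C, in 3 biological replicates. Each replicate pooled the eggs of 2 collection days, and the paper does not say whether the replicates came from separate groups of females. RNA of the 2 egg types was amplified and copied into double-stranded cDNA, and the cDNA was labelled with 2 dyes. Equal amounts of both were hybridized together to a set of 3 tiling chips per replicate, so that 9 arrays were made in all. A ratio therefore compares shares of the amplified RNA, not amounts per egg, and does not tell the strands apart. Fertilized eggs carried Cy3 in replicates 1 and 3 and Cy5 in replicate 2, the dye swap. The authors deposited a log ratio of the dyes for each probe of each array, with the position and sequence of the probe. The 3 chips together hold 6369092 probes with 0 missing values, 5813220 on the 10 linkage groups of Tcas_3.0 and 555872 on 303 unplaced scaffolds. The deposited values were already centred, with array medians from -0.04 to 0.04. Neither the brightness of each dye nor the random probes, which the study used to call a gene expressed, were analysed here, and no table of gene positions on Tcas_3.0 was used. The values therefore compare the egg types at each place in the genome and cannot show whether a gene was expressed in either.
The sign of each ratio was set so that a positive value stands for a larger share of the RNA in fertilized eggs. The ratio was taken as Cy5 over Cy3 and the logarithm as base 2, neither of which is stated with the data. This direction is likely rather than known. In the 1999 of 14323 genes of the paper's own fold table that were in hand, the paper lists 434 genes at 3 or more on its log scale in fertilized eggs and 0 at -3 or less. The array values turned this way had the same lopsided shape, with 5525 windows 8-fold or more higher in fertilized eggs and 14 lower. If the ratio runs the other way, every higher and lower given here is exchanged. Probes were grouped by their mid-points into windows of 200 bp, the median ratio of the probes in a window was taken on each array, and limma tested whether the mean of the 3 replicates differed from 0. In data simulated for these windows, the same test recovered 79.2% of changes of 0.5 on the log2 scale, 99.6% of changes of 1 and 100% of changes of 2. The simulated windows were independent and drew their spread from limma's own fit, so these shares hold for that model and may differ on the arrays. The number of arrays limits the precision.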

We used a tiled whole-genome microarray to identify transcripts present in total RNA isolated from unfertilized and fertilized 24 hour egg collections at 30°C. The microarray design allowed us to test expression levels for 14,323 (99.1%) of the 14,460 annotated genes on the assigned chromosomal linkage groups of the Tcas_3.0 assembly [16]. We found that 58.2% (8,333) of the testable annotated genes on assigned chromosomes (14,323) were expressed in unfertilized eggs (for individual gene results, see Additional file 1). All of the maternally expressed genes in the unfertilized eggs were also present in the fertilized eggs. Fertilized eggs (≤24 hours post-laying), which contain both maternal and zygotic transcripts, express only 893 more annotated genes than the maternally loaded complement found in unfertilized eggs. Our expression results agreed with the previously reported expression of known early developmental genes in *T. castaneum* (see Additional file 2: Table S1). 

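Sequence that can encode the DNA-binding domains of developmental regulators was higher in fertilized eggs at most of the places where it passed the test. This was not so in every class, and most of the higher windows were of the homeobox, the largest class. Of 134 windows that can encode a homeodomain, T-box, Sox, forkhead, basic helix-loop-helix or nuclear receptor motif, 73 were higher in fertilized eggs, 25 were lower and 36 did not pass the test (camera adjusted p = 5.52e-10 with a preset correlation; adjusted p = 0.175 with an estimated correlation). Over the whole tiled genome, 159759 of 692673 windows passed an adjusted p under 0.1, 85900 of them higher in fertilized eggs and 73859 lower. Among windows with 5 or more probes, 76815 were higher and 75128 lower. The homeobox encodes the DNA-binding domain of Hox and related regulators of body pattern. Of 77 homeobox windows, 49 were higher in fertilized eggs, 40 of them by 2-fold or more, 10 were lower and 18 did not pass. The homeobox thus made up 49 of the 73 regulator windows that were higher. Their median log2 ratio was 1.29, against -0.06 in the 129931 windows that lie in an open reading frame of 100 or more codons or hold a motif. Homeobox windows ranked above that background by limma's camera with a preset correlation of 0.01 (adjusted p = 1.62e-12), but not with an estimated correlation (adjusted p = 0.162). The estimated correlation was -0.0086, below the preset one, so correlation between windows does not explain the difference. The preset form draws its precision from the number of windows, and the estimated form from the 3 replicates. Tested against 0 rather than against the background by limma's fry, homeobox windows had an adjusted p of 0.000452. Without replicate 2 it was 0.0878.
The largest change at a homeobox was on linkage group 8 of Tcas_3.0 from 17737493 to 17737516, where the log2 ratio was 5.17 ± 0.23 (SD, n = 3). The homeobox that reads WFQNRRMK, the form found in many Hox proteins, was at 4.99 ± 0.11 (SD, n = 3) on linkage group 2 from 10226919 to 10226942 and at 4.90 ± 0.29 (SD, n = 3) from 10321599 to 10321622. The homeobox window with the largest decrease was on linkage group 9 from 10702817 to 10702840, at -1.28 ± 0.79 (SD, n = 3). T-box proteins are transcription factors of mesoderm and other early tissues. Of 6 T-box windows, 5 were higher in fertilized eggs, with the largest change on linkage group 9 from 7976051 to 7976107 (3.38 ± 0.10, SD, n = 3), and 1 was lower. Wnt proteins are secreted signals of the developing embryo, and 7 of 8 windows with their signature were higher in fertilized eggs and 0 lower. The Wnt windows included 1 on linkage group 5 from 6929982 to 6930011 at 3.21 ± 0.89 (SD, n = 3). Forkhead windows numbered 21, with 10 higher, 4 lower and 7 that did not pass. The forkhead window on linkage group 4 from 5254217 to 5254258 was at 5.07 ± 0.33 (SD, n = 3). Sox windows were split, with 4 of 9 higher and 2 lower, and the largest change on linkage group 5 from 16363293 to 16363319 was 4.67 ± 0.17 (SD, n = 3). Of 7 basic helix-loop-helix windows, 2 were higher and 2 lower, and 1 on linkage group 5 from 17252729 to 17252779 was at 4.96 ± 0.35 (SD, n = 3). Of 14 nuclear receptor windows, 3 were higher (1 without replicate 2), 6 were lower and 5 did not pass, with no shift against the background past the threshold in camera (adjusted p = 0.414 with a preset correlation; adjusted p = 0.499 with an estimated correlation). Without replicate 2, the number of regulator windows lower in fertilized eggs was 15, and that of homeobox windows was 6. In the smaller classes the number lower was 0 for the T-box without replicate 2 or 3, 1 for Sox without replicate 1 or 3, 1 for basic helix-loop-helix and 2 for forkhead without replicate 1 or 2, and 1 for Wnt without replicate 1. A motif shows what a window can encode and does not name a gene.

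**Figure D1:**
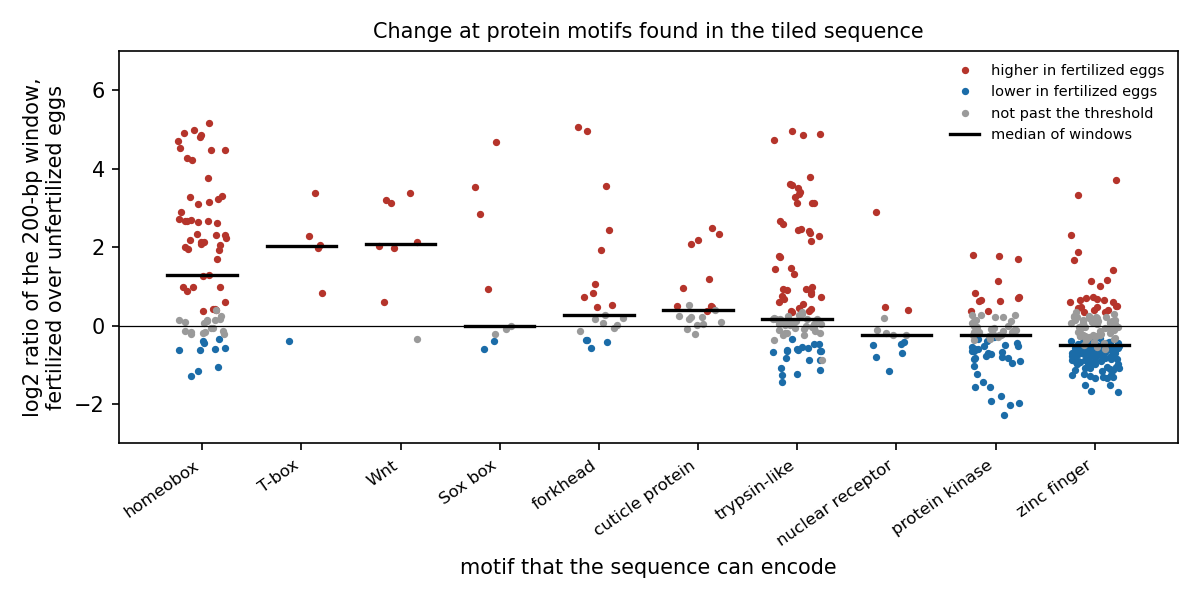
Log2 ratio of fertilized over unfertilized eggs (vertical axis, mean of 3 replicates) in each 200-bp window that can encode a protein motif, grouped by motif (horizontal axis). Each point is a window, coloured by the result of the test, and each black line is the median of its group, at 1.29 for the homeobox and 2.02 for the T-box.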

We found a total of 8,158 genes differentially expressed between unfertilized and fertilized eggs (q-value < 0.1). Of those 8,158 genes, 779 (9.6%) had twofold or greater expression in unfertilized eggs than in fertilized eggs. 

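RNA that was lower in fertilized than in unfertilized eggs came in larger part from long open reading frames than RNA that was higher. Of the windows lower in fertilized eggs, 45.5% lay in an open reading frame of 100 or more codons, against 30.8% of those higher and 13.1% of those that did not pass the test. Sequence that can encode C2H2 zinc fingers, a large class of DNA-binding domains, was lower in fertilized eggs in 123 of 203 windows, higher in 25 and did not pass in 55. Many of these windows are neighbours. With matches up to 10000 bp apart joined, 47 of 93 loci held only lower windows among those that passed, 18 only higher ones, 1 both and 27 none. Its median log2 ratio was -0.50, and it ranked below the background by limma's camera (adjusted p = 0.00013), though not with an estimated correlation (adjusted p = 0.499). Against 0, the zinc finger windows had an adjusted p of 0.0965 by limma's fry. Protein kinase motifs were lower in 33 of 75 windows and higher in 12 (camera adjusted p = 0.0258; adjusted p = 0.496 with an estimated correlation).
Windows that were 2-fold or more lower in fertilized eggs numbered 17708, or 11.1% of the windows past the threshold. Adjacent windows lower in fertilized eggs joined into 29586 regions. The longest spanned 13229 bp of linkage group 10 of Tcas_3.0 from 11350579 to 11363807, with a log2 ratio of -1.73 ± 0.11 (SD, n = 3) over 690 probes and an open reading frame of 2082 codons. On the X chromosome, a region of 9427 bp from 2499180 to 2508606 was at -1.20 ± 0.09 (SD, n = 3) and held a frame of 1111 codons. The other 3 of the 5 longest, on linkage groups 5, 2 and 7, spanned 7835 to 8834 bp at log2 ratios from -1.12 to -0.94. The largest decrease in a region of 5 or more probes was on an unplaced scaffold, at -3.49 ± 0.43 (SD, n = 3) over 350 bp. Of the 10 regions with the largest decrease, 3 lay next to each other on linkage group 4. The longest of these, from 12104995 to 12108425, was at -2.34 ± 0.18 (SD, n = 3) with a frame of 1097 codons. A region of linkage group 2 from 11464779 to 11467616 was at -2.44 ± 0.24 (SD, n = 3) with a frame of 666 codons. The kinase motif with the largest decrease was on linkage group 5 from 17137142 to 17137177, at -2.29 ± 0.29 (SD, n = 3). Among zinc finger windows, 1 on linkage group 3 from 34314403 to 34314441 was at -1.69 ± 0.42 (SD, n = 3) and 1 on linkage group 7 from 3378692 to 3378730 at -1.66 ± 0.03 (SD, n = 3). Of 12 windows with the HSP70 signature, which marks heat shock chaperones, 4 were lower and 3 higher.

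**Figure D2:**
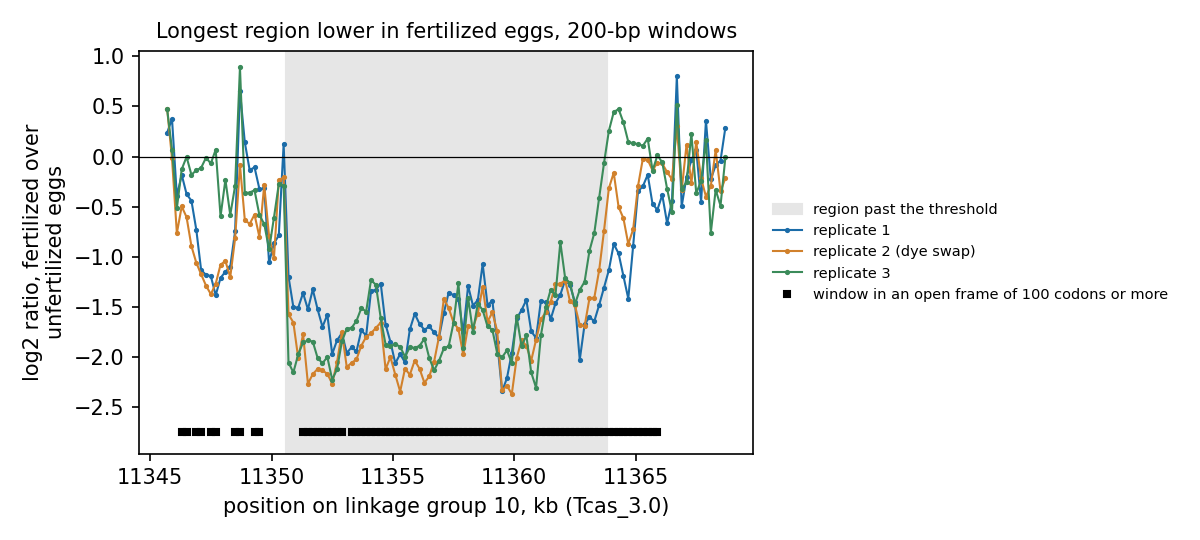
Log2 ratio of fertilized over unfertilized eggs (vertical axis) in 200-bp windows along linkage group 10 (horizontal axis, kb on Tcas_3.0), 1 line per replicate. The region of 13229 bp past the threshold is shaded, black squares mark windows in an open reading frame of 100 or more codons, and all 3 replicates lie below 0 across nearly all of the shaded region.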

Approximately twice that number of genes, 1,749 (21.4%), had a twofold or greater expression level in fertilized eggs relative to unfertilized eggs.

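The largest changes were increases in fertilized eggs. Windows 2-fold or more higher numbered 30819, or 19.3% of the windows past the threshold, and 12017 windows were 4-fold or more higher against 872 that were 4-fold or more lower. Sequence that can encode the active site of trypsin-like proteases, which serve digestion and the activation of other proteins, was higher in fertilized eggs in 43 of 98 windows and lower in 20 (limma's camera, adjusted p = 9.12e-05; adjusted p = 0.443 with an estimated correlation). Cytochrome P450 motifs were higher in 53 of 131 windows and lower in 22, but 42 matches also turned up when the protein sequence was read backwards, so that up to that many may be there by chance. The chitin-binding motif of cuticle proteins, which form the exoskeleton, was higher in 10 of 21 windows and lower in 0 (camera adjusted p = 0.000309; adjusted p = 0.396 with an estimated correlation). Windows of these classes lie in clusters. With matches up to 10000 bp apart joined as for the zinc fingers, higher windows alone were found at 5 of 9 cuticle loci, 29 of 65 trypsin-like loci and 32 of 79 cytochrome P450 loci, and lower windows alone at 0, 14 and 14.
Adjacent windows higher in fertilized eggs joined into 36366 regions. The longest spanned 11525 bp of linkage group 7 of Tcas_3.0 from 1032301 to 1043825, at a log2 ratio of 3.70 ± 0.50 (SD, n = 3) over 586 probes. Only 1 of its 58 windows lay in an open reading frame of 100 or more codons. Its start is set by the tiling, since the window between 1032000 and 1032201 held no probe mid-points. Before that gap, windows from 1028801 to 1032000 were at log2 ratios of 1.03 to 5.00. A region of linkage group 2 from 12591073 to 12597038 was at 3.30 ± 0.34 (SD, n = 3) with 8 of 31 windows in such a frame. The other 3 of the 5 longest, on linkage groups 7, 2 and 8, were at log2 ratios from 1.44 to 2.31. The 10 regions with the largest increase were at log2 ratios from 4.90 to 5.02. They included linkage group 3 from 35484259 to 35486270 (5.02 ± 0.32, SD, n = 3), which held no such frame, and from 34344576 to 34346018 (5.02 ± 0.21, SD, n = 3), which held 1 of 409 codons. Linkage group 2 from 14428780 to 14430829 was at 4.96 ± 0.18 (SD, n = 3) and linkage group 8 from 17390575 to 17392220 at 4.94 ± 0.15 (SD, n = 3). With the mean in place of the median over probes the 10 were at 3.96 to 4.97, with linkage group 8 the lowest, and those from 34344576 and from 14428780 at 4.27 and 4.25. A trypsin-like motif on linkage group 2 from 4227559 to 4227582 was at 4.96 ± 0.13 (SD, n = 3), and a cuticle motif on linkage group 5 from 16945223 to 16945327 at 2.50 ± 0.62 (SD, n = 3). The MCM helicases open DNA for replication, and 5 of 6 windows with their motif were higher in fertilized eggs, though 2 without replicate 2 and 3 without replicate 3. Of 15 windows with the motif of DEAD-box helicases, which unwind RNA, 4 were higher (2 without replicate 2) and 2 lower (1 without replicate 2 or 3). Of 5 histone windows, 2 were higher in fertilized eggs (1 of H2A at 0.97 ± 0.44 and 1 of H3 at 1.14 ± 0.55, SD, n = 3) and 0 lower, and 0 of 3 actin windows passed. From genes with a 2-fold or greater increase in fertilized eggs, the paper proposes that these are early expressed zygotic genes.

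**Figure D3:**
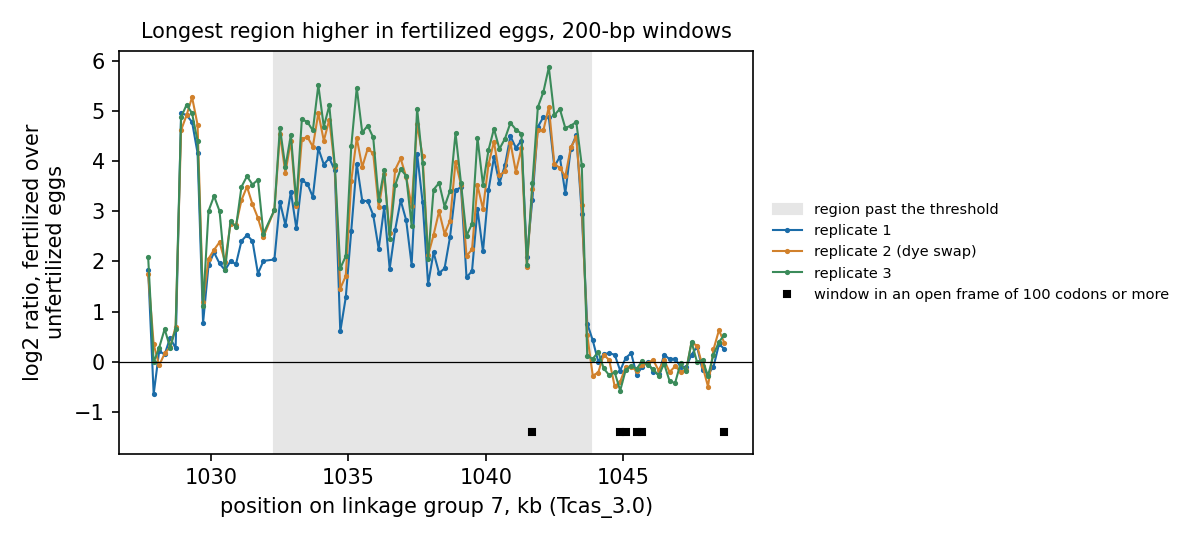
Log2 ratio of fertilized over unfertilized eggs (vertical axis) in 200-bp windows along linkage group 7 (horizontal axis, kb on Tcas_3.0), 1 line per replicate. The region of 11525 bp past the threshold is shaded, and black squares mark windows in an open reading frame of 100 or more codons, of which the shaded region holds 1. The increase runs on to the left of the shading, beyond a window without probe mid-points.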

We examined the chromosomal location of maternally expressed genes in the unfertilized eggs (Figure 1). We found that the X-chromosome (64.8%) was enriched with maternally loaded annotated genes, relative to the autosomes (autosomal mean = 57.8%; G-test of heterogeneity among chromosomes: G = 46.41; df = 9; p << 0.01). There are more maternally loaded genes on the X-chromosome than expected based on gene number alone.

**Figure 1:**
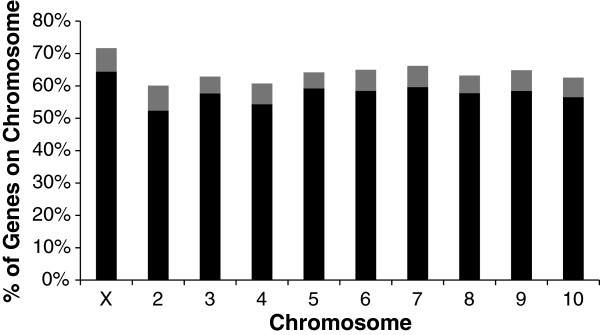
**Expressed Genes by Chromosome.** The percentage of total annotated genes on the indicated chromosome that are expressed in 0–24 hour eggs are depicted with the total height of the bar on the graph. The percentages of genes which are maternally loaded into eggs are depicted in black while those additional genes that are only expressed in fertilized eggs are depicted in grey.

### Expression of maternal *Drosophila melanogaster* orthologs

We examined the expression of *T. castaneum* orthologs of known maternal genes in *Drosophila melanogaster* from four publically available datasets (Figure 2). Among the datasets, 86.5% to 97.7% of the *D. melanogaster* maternal genes with a *T. castaneum* ortholog on assembled chromosomal scaffolds had at least one *T. castaneum* ortholog that was maternally loaded into *T. castaneum* eggs (Group A). Between 0.5% and 4.8% of the *D. melanogaster* maternal genes had *T. castaneum* orthologs which were zygotically expressed in fertilized eggs, but not maternally expressed in unfertilized eggs (Group B). There were 1.2% to 8.7% of the *D. melanogaster* maternal genes with orthologs that were not expressed in 0–24 h *T. castaneum* eggs (Group C). We also analyzed the gene ontology categories of the three groupings of *D. melanogaster* genes for enriched terms. The four enriched terms with the smallest p-value of each grouping using the Berkeley *Drosophila* Genome Project *in situ* database comparison are displayed in Table 1 (complete results available in Additional file 3). Of the 4202 *D. melanogaster* genes from the Berkeley *Drosophila* Genome Project *in situ* database with *T. castaneum* orthologs, 3718 (88.5%) of the *D. melanogaster* genes had associated gene ontologies. Of the 3718 *D. melanogaster* genes with associated gene ontologies, 3235 (87.0%) were in group A, 184 (4.9%) were in group B, and 299 (8.0%) were in group C.

**Figure 2:**
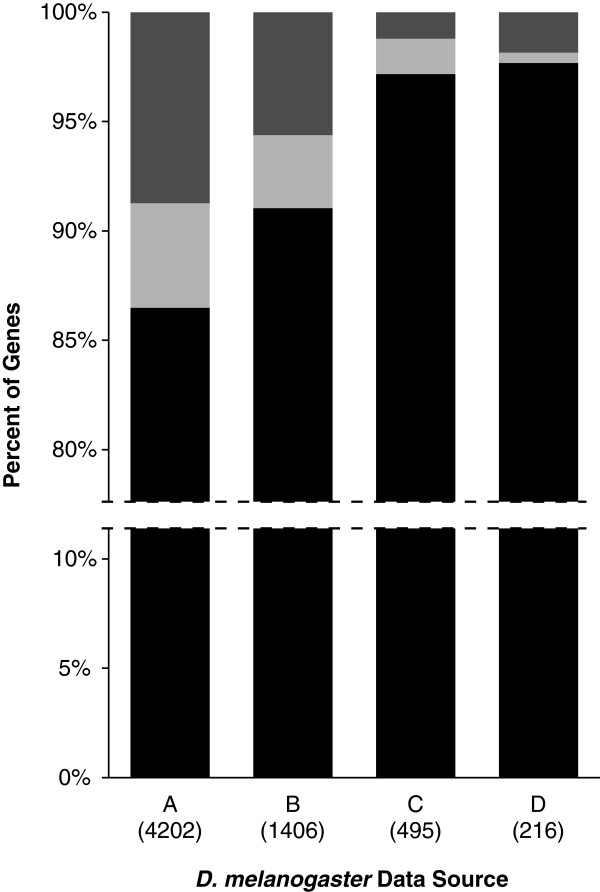
**Expression of *D. melanogaster *maternal gene orthologs.** The percentages of previously identified *D. melanogaster* maternal genes which have detectable *T. castaneum* orthologs that are maternally loaded (Group A, black bar), only zygotically expressed (Group B, light grey bar), or not expressed (Group C, dark grey) in 0–24 hour eggs. Numbers of genes from sources are indicated in parentheses. *Drosophila melanogaster* data sources: (**A**) Berkeley *Drosophila* Genome Project in situ database [24,25], (**B**) Fly-Fish database [26], (**C**) Renzis, *et al*. [34], (**D**) Arbeitman, *et al*. [23].

**Table 1:** **Enriched molecular functions of compared *Drosophila melanogaster *maternal genes**

**Group**	**GO term**	**P**-**value**	**Sample frequency**	**Background frequency**
A	small molecule binding (GO:0036094)	5.17e-08	525/3235 (16.2%)	552/3718 (14.8%)
	nucleoside phosphate binding (GO:1901265)	1.24e-07	486/3235 (15.0%)	510/3718 (13.7%)
	nucleotide binding (GO:0000166)	1.24e-07	486/3235 (15.0%)	510/3718 (13.7%)
	organic cyclic compound binding (GO:0097159)	1.24e-07	486/3235 (15.0%)	510/3718 (13.7%)
B	sequence-specific DNA binding transcription factor activity (GO:0003700)	5.44e-04	35/184 (19.0%)	290/3718 (7.8%)
	nucleic acid binding transcription factor activity (GO:0001071)	5.44e-04	35/184 (19.0%)	290/3718 (7.8%)
	structural constituent of chitin-based cuticle (GO:0005214)	4.36e-03	11/184 (6.0%)	41/3718 (1.1%)
	structural constituent of cuticle (GO:0042302)	7.28e-03	11/184 (6.0%)	43/3718 (1.2%)
C	endopeptidase activity (GO:0004175)	6.26e-10	37/299 (12.4%)	124/3718 (3.3%)
	serine-type endopeptidase activity (GO:0004252)	5.99e-09	21/299 (7.0%)	45/3718 (1.2%)
	peptidase activity, acting on L-amino acid peptides (GO:0070011)	8.20e-08	41/299 (13.7%)	171/3718 (4.6%)
	serine-type peptidase activity (GO:0008236)	4.22e-07	21/299 (7.0%)	54/3718 (1.5%)

The four enriched molecular function terms with the lowest p-values for each group within the comparison of the Berkeley *Drosophila* Genome Project in situ database maternal genes to the *T. castaneum* findings. Group A consists of *D. melanogaster* maternal genes with *T castaneum* maternally loaded orthologs. Group B consists of *D. melanogaster* maternal genes with *T. castaneum* orthologs which were expressed in fertilized eggs but not maternally loaded. Group C consists of *Drosophila melanogaster* maternal genes with *T. castaneum* orthologs which were not expressed in eggs.

### Comparison of maternal expression and female-biased expression genes in *T. castaneum*

Overall, 1254 (75.5%) of the 1661 testable female expression-biased genes identified in *T. castaneum* by Prince, *et al*. [17] were present as maternal transcripts in unfertilized eggs; this substantially exceeds the expected frequency based on the overall average of 58.2% of genes expressed in unfertilized eggs as maternal transcripts (χ^2 ^= 204.266, df = 1, p < 0.01). Similarly, the 1260 transcripts of autosomal genes with female-biased expression in the study of Prince, *et al*. [17] were enriched in unfertilized eggs (989 of 1260 female expression-biased autosomal genes, 78.5%) relative to the overall number of total autosomal genes with expression in unfertilized eggs (7819 of 13530 autosomal genes, 57.8%) (χ^2^ = 221.176, df = 1, p < 0.01). However, for the 401 X-linked female-biased expression genes, 265 (66.1%) were also found as transcripts in unfertilized eggs. This finding is not different from the expectation based on the number of total X-linked genes (514 of 793 X-linked genes, 64.8%) (χ^2^ = 0.290, df = 1, p > 0.5). Thus, autosomal genes with adult female-biased expression are enriched for maternal expression in unfertilized eggs, but similarly female-biased expressed genes on the X-chromosome are not.

### Comparison of maternal expression and male-linked genes in *T. castaneum*

Genes in *T. castaneum* have been linked to male function by their expression in male accessory glands [18], by patterns of male-biased whole-body gene expression [17], or mass spectrometry of seminal fluid proteins [19]. We compared these genes designated male-biased in these earlier studies to the genes whose maternal transcripts were found in unfertilized eggs. Surprisingly, we found that virgin females load RNA transcripts into unfertilized eggs for 68.8% of male accessory gland genes, 46.6% of male-biased whole-body genes, and 30.8% seminal fluid protein genes (Figure 3).

**Figure 3:**
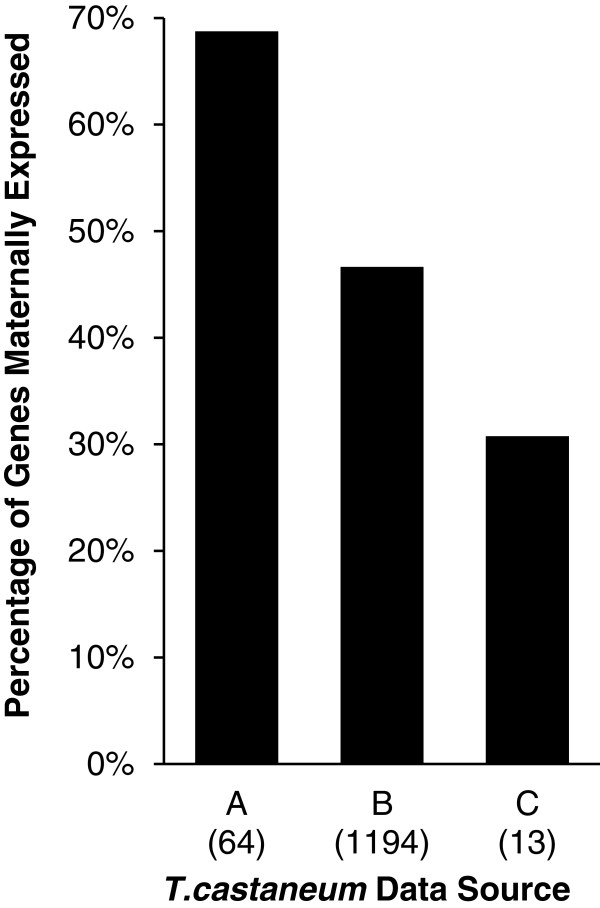
**Pleiotropic male-linked genes.** The percentage of male-linked genes identified in previous publications that are maternally expressed in 0–24 hour unfertilized eggs. Numbers of genes from sources are indicated in parentheses. Data sources: (**A**) Parthasarathy, *et al*. [18], (**B**) Prince, *et al*. [17], (**C**) South, *et al*. [19].

### Novel transcriptionally active regions

Using a previously published methodology [20], our analysis also revealed the presence of novel “transcriptionally active regions” (TARs). These are defined as contiguous regions of expression that do not overlap with annotated genes within the genome. Intron size in the *T. castaneum* genome is non-normally distributed, with a primary peak at 57 bp and a secondary peak at 1200 bp, while exon size has a unimodal average of 310 bp [21]. We examined only TARs longer than 100 bp (greater than the average length of two overlapping sequential probes) located more than 100 bp (larger than most introns but smaller than average exon size) away from the nearest annotated gene on assigned chromosomal contigs. We found 2315 and 4060 TARs in unfertilized and fertilized eggs, respectively. There were 485 TARs unique to unfertilized eggs, with no overlap with TARs from the fertilized eggs. 

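Of the regions that the paper lists as transcribed in unfertilized eggs, more were lower than higher in fertilized eggs, and a smaller set was far higher. The list was called from the signal of unfertilized eggs on these same arrays, so an excess of lower ratios is partly built in. The paper's list was in hand for 1773 of its 4191 entries, and these 1773 lie on the X chromosome and linkage groups 2, 3 and 4. It includes regions of 100 bp or less, which the paper left out of its counts. Of these 1773 regions, 1066 were lower in fertilized eggs, 385 were higher and 322 did not pass an adjusted p under 0.1 from limma. By 2-fold or more, 487 were lower and 231 higher, while by 4-fold or more, 12 were lower and 140 higher. The median log2 ratio was -0.59.
The largest decrease in a region of 5 or more probes was on linkage group 2 of Tcas_3.0 from 656232 to 656545, at -2.23 ± 0.27 (SD, n = 3). The longest region lower in fertilized eggs spanned 2264 bp of linkage group 3 from 10210162 to 10212426, at -1.35 ± 0.36 (SD, n = 3) over 117 probes. On linkage group 2, neighbouring regions from 17625849 to 17625932 and from 17625997 to 17626212 were at -2.08 ± 0.30 and -2.12 ± 0.50 (SD, n = 3). The largest increase was on linkage group 2 from 17556641 to 17556721, at 5.44 ± 0.44 (SD, n = 3), followed by 5.31 ± 0.27 (SD, n = 3) from 7974771 to 7974852. On the X chromosome, a region of 1078 bp from 2312375 to 2313453 was at 3.50 ± 0.63 (SD, n = 3) and held no open reading frame of 100 or more codons. The share lower in fertilized eggs was 63.5% on linkage group 3 and 54.3% on the X chromosome. Of the regions longer than 100 bp, which number 982, 606 were lower in fertilized eggs and 208 higher. The dye ratio cannot show which regions are absent from fertilized eggs, and the list of regions in fertilized eggs was not used here.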

In fertilized eggs, there were 2304 TARs that were unique, with no overlap with TARs from unfertilized eggs.

These TARs represent novel exons of potentially novel genes. The size distributions of the TARs from unfertilized and fertilized eggs were not different (Figure 4; Kolmogorov–Smirnov test, p=0.9971, k = 0.1429). The number of TARs per chromosome was very highly correlated with chromosomal length in both unfertilized and fertilized eggs (correlation coefficients = 0.919, 0.943 respectively).

**Figure 4:**
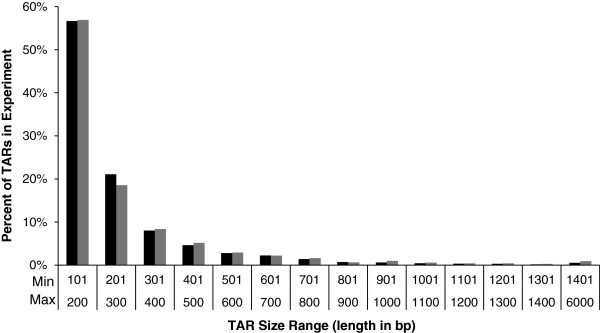
**Size distribution of Transcriptionally Active Regions (TARs) >100 bp.** The percentage of total TARs within a given size range expressed in 0–24 hour eggs are depicted with the height of the bar on the graph. The percentages of TARs identified from the unfertilized egg collection are depicted in black while the percentages of TARs identified in fertilized eggs are depicted in grey.

## Discussion

Our study is the first unbiased, genome-wide survey of maternally-loaded transcripts in unfertilized eggs of *T. castaneum*. We find the majority of annotated genes (58.2%) are maternally loaded as transcripts into eggs prior to fertilization. Our findings reinforce previous work indicating that a large fraction of genes are maternally loaded into eggs [1,22,23]. Our findings provide a foundation for studying the evolutionary dynamics of trans-generational processes.

### Early expression dynamics

Early development in metazoans is a collaborative effort between the maternal RNAs allocated to the egg and the expression of early zygotic transcripts. Maternal RNAs are often rapidly degraded as part of the developmental process [1]. We identified 779 maternal genes with a more than two fold greater amount of RNA in unfertilized eggs relative to fertilized eggs. Other groups have taken such changes in expression level as indicative of maternal RNAs which are degraded as part of the developmental process [23-26]. Additionally, we found 1,749 genes which were showed a greater than two fold increase in expression level in fertilized eggs relative to unfertilized eggs, suggesting that these genes are early expressed zygotic genes. The proper regulation of RNA transcripts within the developing zygote is vital to ontogeny. Both of these gene groups represent potentially important candidate genes in studying the maternal-to-zygotic transition in *T. castaneum*.

### Conservation of maternal gene expression in insects

Because of their critical role in early development, maternal genes may play an important role in producing phenotypic differences between species. We compared four previously published datasets identifying maternal genes from *Drosophila melanogaster* to our findings from *T. castaneum*. We found that 86.5% to 97.7% of *D. melanogaster* maternal genes had a *T. castaneum* ortholog that was also maternally deposited into eggs (Group A). Our analysis of the gene ontology functions of this group showed an enrichment of genes related to maintaining basic cellular and metabolic processes. The common maternal transcriptome of these two species thus contains genes which are fundamentally important for the basic cellular functions of the developing embryo.

We also found that 0.5% to 4.8% of *D. melanogaster* maternal genes had a *T. castaneum* ortholog that was zygotically expressed in early fertilized *T. castaneum* eggs, but was not maternally loaded into the eggs (Group B). Although these genes are expressed during early embryonic development in both *T. castaneum* and *D. melanogaster*, they have either acquired maternal gene expression in *D. melanogaster* or lost maternal gene expression in *T. castaneum*. These genes were enriched for gene ontology terms related to transcription factor activity and cuticle structural elements. It is possible that these genes function similarly in the ontogeny of both species despite the divergence in expression. If so, these genes may be of interest for studying the evolutionary forces affecting the maintenance or acquisition of maternal gene expression. Alternatively, the difference in expression between these two species may be related to morphological and developmental differences between these species. Under these conditions, the acquisition or loss of maternal gene expression may be involved in novel trait development. Understanding the evolutionary forces that have altered the expression of these genes in each species may yield insight about the forces affecting either the origination or elimination of maternal gene expression and possibly the origination of morphological novelties.

Finally, a few *D. melanogaster* maternal genes (1.2% to 8.7% depending on *D. melanogaster* data source) had no detectable expression of their *T. castaneum* orthologs in either fertilized or unfertilized eggs, indicating that these genes may be important for early embryonic development in *D. melanogaster*, but not *T. castaneum* (Group C). This group of genes was enriched primarily for different forms of peptidase activity. These findings suggest that dietary differences between *T. castaneum* and *D. melanogaster* may play an important role in species-specific gene expression. Although the amino acid requirements of *Tribolium* and *Drosophila* species may be similar [27], each species may be adapted to a particular protein source. Further study of such species-specific genes may give insight into the unique aspects of *D. melanogaster* development.

Although our findings warrant further investigation, such basic groupings should assist in the identification of candidate genes involved in general early insect development as well as those genes that may be involved in the specific developmental differences between *T. castaneum* and *D. melanogastser*. These types of comparisons make it possible to target general versus species-specific developmental processes, thus providing as starting point for investigation into the evolutionary dynamics affecting maternally expressed genes.

### Genomic location of maternally loaded and female-biased expression genes

The X-chromosome of *T. castaneum* is known to be enriched for female expression-biased genes [17]. Genes that are maternally loaded into eggs must be transcribed at levels sufficient for egg production and may therefore be more highly expressed in females. Thus, the location of maternally loaded genes within the genome may influence the location of female-biased expression genes. Indeed, we found that maternally loaded genes were also enriched on the X chromosome of *T. castaneum* (Figure 1). On the autosomes, we found that female-biased expression genes were more likely than expected to also be maternally loaded. However, on the X chromosome, female-biased expression genes are not enriched for maternal gene function. These findings suggest that although the basis for the female-bias expression for autosomal genes may be related to maternal loading into eggs, this is not the case for female-biased expression genes located on the X chromosome. These findings suggest the feminization of the X chromosome observed by Prince, *et al*. [17] is unlikely due to the location of maternal genes. Furthermore, although most of the female-biased expression genes in *T. castaneum* are also maternally loaded genes, the locations of genes which are both female expression-biased and maternally loaded are skewed against the X-chromosome and in favor of an autosomal location. Thus, the forces affecting gene movement, such as sexually antagonistic selection, may be acting differently on genes that are only female-biased or maternally loaded than those genes that are both female expression-biased and maternally loaded.

### Pleiotropic gene functions

In any model system, particularly in emerging systems like *T. castaneum*, it is important to understand genes in the context of the organism as a whole. Recent studies in *T. castaneum* have examined specific evolutionary or developmental aspects of genes, classifying them as sex or tissue specific. However, we find that many of genes with reported male-linked function are also found in our unfertilized egg samples (Figure 3). This indicates that sex-biases in gene expression in adult tissues may not be sufficient to classify a gene as male or female specific in its function(s). Such widespread pleiotropy must be taken into account in the modeling and testing of population genetic theory of sexual selection processes. Indeed, our data on maternally loaded genes in *T. castaneum* should not be construed as having strict-maternal expression. Although our data can indicate a gene is maternally expressed and deposited into eggs, we cannot exclude later zygotic expression. Taken together, these results indicate that more gene expression data from different life-stages and sexes is needed to classify sex or tissue specificity.

### Prevalence of TARs

One of the advantages of the microarray design in the present study is the ability to identify throughout the genome transcriptionally active regions (TARs) not associated with annotated genes. These TARs represent the exons of genes, which include both potentially novel protein coding and non-coding genes. We found 2315 and 4060 TARs longer than 100 bp in unfertilized and fertilized eggs, respectively, representing over 526 and 922 potentially novel genes assuming the average number of exons per gene of 4.4 [21]. We also found 485 TARs which were unique to unfertilized eggs. These 485 TARs may represent yet unknown maternal transcripts which are rapidly degraded upon fertilization. We found that the distribution of TAR locations was highly correlated to chromosomal length, which is similar to the distribution of annotated genes. This suggests that TARs may represent types of exons or genes which, although widespread, are not typically detected by the current annotation methods. Further investigation of these TARs will provide a clearer picture of the diversity of gene types and features which may improve the annotation process, which is particularly important given the number of novel genomes being sequenced.

## Conclusions

Our study provides the first transcriptome of maternally loaded RNAs of a representative species of the largest eukaryotic order. These findings have allowed for the identification of common and species-specific maternally loaded genes between *D. melanogaster* and *T. castaneum*, making it possible to begin to explore the divergence among taxa of early developmental processes. The high prevalence of maternally loaded genes in *T. castaneum* also highlights the necessity for understanding the many contexts in which a gene functions in order to model and test population genetic theory. We also detected a large number TARs, representing the discovery of many potentially novel genes. These results provide a framework for utilizing *T. castaneum* as a model for understanding the role of maternal genes in evolution.

## Methods

### Sample collection

Eggs were collected every 24 hours for 6 days on fresh rearing media (95% flour, 5% yeast, by weight) at 30°C from age-matched groups of mated and virgin females from the *GA1* strain of *T. castaneum*. At the time of collection, whole eggs were manually cleaned of excess rearing media and placed into 0.5 ml of Trizol Reagent (Sigma-Aldrich, St. Louis, MO), sheared using a 21 gage needle, and stored at −80°C. Samples from two collection days were combined (days 1 & 4; 2 & 5; 3 & 6) and RNA was isolated using the miRNeasy Mini Kit (Qiagen, Valencia, CA).

### NimbleGen *T. castaneum* whole genome tiled microarray

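The tiled sequence covers 128905765 bases, rebuilt from the overlapping probes with 0 bases at which overlapping probes disagreed. The probes listed for the 3 chips were 50 to 75 bases long, with a mean of 54.4 bases, and no sequence was used by more than 1 probe. Probes of the 3 chips alternate along the genome. Neighbouring probes of any chip started a median of 20 bp apart, and neighbouring probes of the first chip overlapped by a mean of 12.3 bases where they started no more than 100 bp apart. The median GC content of the probes was 35.2%.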

The microarray consisted of a set of three custom-designed Roche NimbleGen high-density-2 (HD2) whole genome tiling microarray chips, each with 2.1 million isothermal long-oligonucleotide probes (49 – 74 bases range; average 54 bases in length) that sequentially overlap 12 bp, on average. Markov modeled random probes (n=154,000) equivalent in composition to the *T. castaneum* genome sequence were used to set thresholds that measure significant hybridization signals over the background. All experimental probes were designed from unique regions of the genome sequence using the NimbleGen ArrayScribe software and quality assurance tests of the probes were conducted by Center for Genomics and Bioinformatics at Indiana University in-house algorithms [20]. Signal to background ratios were determined by first calling probes that fluoresced at intensities greater than 99% of the random probes’ signal intensities; therefore, only 1% of fluorescing experimental probes above background should be false positives. The arrays reliably produced high signal to background ratios; log_2_ ratios in excess of five were observed for signal over background. We conducted two-color competitive hybridizations that measure differential expression from three replicates, including dye-swaps, each using RNA from independent biological extractions of fertilized and unfertilized eggs.

### RNA sample processing and analysis of data

Beginning with at least 1.0 μg of total RNA, a single round of amplification using MessageAmp™ II aRNA kit (Ambion, Austin, TX) produced more than 100 μg for all samples. Starting with 10 μg of aRNA, double strand cDNA synthesis was carried out using SuperScript Double-Stranded cDNA Synthesis kit (Invitrogen, Carlsbad, CA) using random hexamer primer (Promega, Madison, WI) followed by Dual-Color Labeling Kit (Roche NimbleGen, Madison, WI) using 1 O.D. CY-labeled random nonomer primer per 1 μg double-stranded cDNA in triplicate. Differentially CY-dye labeled treatment and control replicates (48 μg each) were pooled and resuspended with the Hybridization Kit (Roche NimbleGen, Madison, WI). 

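The log2 ratios of the dye-swapped replicate ran the same way as those of the other replicates. With the signs turned the same way, the log2 ratios of the probes correlated between replicates 1 and 2 at Pearson's r of 0.59 to 0.60 over the 3 chips, between replicates 2 and 3 at 0.68 to 0.69, and between replicates 1 and 3, which share the orientation of the dyes, at 0.65 to 0.67. These correlations are across probes within the arrays, and probes are not independent replicates. In a limma fit with egg type and dye, 133994 windows differed between egg types, and 0 windows had a dye effect at an adjusted p under 0.1 (16752 at an unadjusted p under 0.05). With 1 swapped replicate of 3, the dyes are not balanced between egg types, and the dye term cannot be told apart from replicate 2.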

A single dye-swap was included. Hybridization, post-hybridization washing and scanning were done according to the manufacturer’s instructions. Images were acquired using an Axon GenePix 4200A scanner (Molecular Devices, Sunnyvale CA) with GenePix 6.0 software. Data from the images were extracted using NimbleScan 2.4 software (Roche NimbleGen, Madison, WI).

Transcriptionally active regions (TARs) were identified using the approach described in Colbourne, *et al*. [20]. TARs were defined by concatenating overlapping probes showing fluorescence above the 1% false positive rate (FPR). First, replicate arrays were quantile-normalized [28] and to each probe the median value of the replicate probe values was assigned. The fluorescence signal of the random probes, designed to reflect the genome nucleotide composition by Markov modeling, was used to determine a FPR threshold. Probes were considered positive if their fluorescence signal was higher than the 99th percentile of the fluorescence signal of the random probes. TARs were generated using an approach similar to that developed by Kampa, *et al*. [29]. Positive probes were joined into a single TAR if (1) they were adjacent (maxgap=0 bp, no intermittent non-positive probe) and (2) the length was at least 45 bp (minrun=45, mid-point first positive probe to mid-point last positive probe, resulting in at least 3 adjacent positive probes for a TAR). An exon or gene was considered transcribed only if > 80% of its tiled length was expressed.

The data analysis to measure differential expression of genes and of un-annotated TARs was performed using the statistical software package R [30] and Bioconductor [31]. Signal distributions across chips, samples and replicates were adjusted to be equal according to the mean fluorescence of the random probes on each array. All probes (including random probes) were quantile-normalized across replicates. Expression-level scores were assigned for each predicted gene based on the median log_2_ fluorescence over background intensity of probes falling within the exon boundaries. We used the following analysis protocol for estimating differential expression of genes and other genome features from tiled expression data: (1) We created a “tile-expression” table containing normalized log_2_ expression scores for each oligonucleotide probe, with columns for each treatment and replicate, as well as the designated genome location (or address) of each probe; (2) We next created a “tile-gene mapping” table, in the same sorted order as the tile-expression table, which has columns of gene IDs for each exon, intron, tar-region, in rows matching the address of each probe; and, (3) We calculated the per-tile, per-treatment differential expression (DE) levels with LIMMA R package [32]. This balanced-design DE calculation is of the same type that LIMMA is designed to produce.

### Data deposition

The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [33] and are accessible through GEO Series accession number GSE38245.

### Expression of maternal *Drosophila melanogaster* orthologs

Lists of *D. melanogaster* maternal genes were obtained from Table S12-S17 of Arbietman, *et al. *[23] Tables two and six of De Renzis, *et al.*[34]. Additional lists of maternal *D. melanogaster* genes were generated with FlyMine v32.0 (http://www.flymine.org, [35]) using the mRNA expression term “maternal” for the Berkeley *Drosophila* Genome Project in situ database [24,25] and Fly-Fish database [26]. BioMart [36] was used to identify *T. castaneum* orthologs to the *D. melanogaster* genes (*Drosophila melanogaster* genes (BDGP 5); ENSEMBL METAZOA 12 (EBI UK) database, Additional file 4). *Drosophila melanogaster* genes without a *T. castaneum* ortholog on the chromosomal assemblies were excluded from further analysis. In each comparison, >90% of all *D. melanogaster* genes with a *T. castaneum* ortholog had only one ortholog. A maternal *D. melanogaster* gene was categorized as having maternal *T. castaneum* orthologs if at least one of the orthologs was expressed in *T. castaneum* unfertilized eggs (Group A). A maternal *D. melanogaster* gene was categorized as having only zygotic *T. castaneum* orthologs if at least one of the orthologs was expressed in *T. castaneum* fertilized eggs, but none in unfertilized eggs (Group B). A maternal *D. melanogaster* gene was categorized as having no expressed orthologs if no *T. castaneum* orthologs were expressed in either fertilized or unfertilized eggs (Group C). The results of the comparisons between the *D. melanogaster* and *T. castaneum* maternal genes were examined for gene ontology germ enrichment using AmiGO (version: 1.8, GO database release 2012-09-08) [37]. Only the Berkeley *Drosophila* Genome Project in situ database [24,25] had a sufficient number of genes and distribution among gene groupings (i.e. Group A, maternally loaded; Group B, fertilized expressed; Group C, not expressed) for the enrichment test to provide enriched terms for all of the comparison groupings. Complete results are provided in the Additional files 1, 2: Table S1, 3 and 4.

### Comparison to previously identified gene groupings in *T. castaneum*

Female-biased expression genes: We analyzed 1661 of the 1821 female-biased expression genes identified in Supplementary Table one of Prince, *et al. *[17] for maternal expression. The remaining 160 genes could not be analyzed because they were located in areas not covered by our microarray (i.e., unassigned contig assemblies). Male-linked genes: Gene datasets from Tables two and three of Parthasarathy, *et al*. [18], Table one of South, *et al*. [19], Supplementary Table one of Prince, *et al*. [17] were compared to the expression results in this study. We substituted TC001980 and TC003552 for TC001930 and TC003522, respectively, in Table one of South, *et al*. [19] based on primer gene identification (A. Dapper, personal communication). Within each dataset, any genes not covered by our microarray were excluded from analysis.

## Abbreviations

DE: Differential expression; FDR: False discovery rate; GO: Gene Ontology; TAR: Transcriptionally active region.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

KMP designed the study, performed sample collection, data analysis, and wrote the paper. JAL performed sample preparation, microarray data collection, and data analysis. JKC assisted in experimental design and writing of the paper. MJW wrote the paper. All authors have read and approved the manuscript.

## Supplementary Material

Additional file 1 Results for individual genes used in the comparisons. Click here for file

Additional file 2 **Table S1.** Previously identified early *T. castaneum* developmental gene expression results. Click here for file

Additional file 3 Complete results of the gene ontology term enrichment analysis. Click here for file

Additional file 4 **Orthologous *T. castaneum *gene ID numbers, *T. castaneum *gene names/aliases, *D. melanogaster *FlyBase Gene ID numbers, and *D. melanogaster *gene names or annotation symbols.** Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

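Fertilized and unfertilized eggs of *T. castaneum* were compared in 3 biological replicates, each on a set of 3 NimbleGen tiling chips that carried both egg types in 2 dyes, with the dyes swapped in replicate 2. The authors took the images with GenePix and extracted the data with NimbleScan. They deposited a log ratio of the dyes per probe and array, centred near 0 and taken here as log2, without saying which dye is the numerator, which base the logarithm has, or which of the normalization steps in the methods the ratio includes. A table of all arrays that accompanies the single files was compared with them value by value. It held the same values, apart from the sign of the dye-swapped replicate, within 5e-06. Intensities of single dyes, random probes and gene positions on Tcas_3.0 were not used here. Calls of expressed genes, of transcribed regions and of differential genes therefore could not be repeated. Gene lists drawn up before the data were examined could not be placed on the arrays and were not tested.

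Ratios were turned so that positive values stand for fertilized over unfertilized eggs, reading the ratio as Cy5 over Cy3. No further normalization was applied. The 6369092 probes were grouped by mid-point into 692673 windows of 200 bp with at least 1 probe, and the median over the probes was taken for each array. As both egg types share an array, each ratio is a paired comparison within a replicate. The plan set before the data were examined was a fit of 3 against 3 single-dye values with that pairing (the replicate block) as an alternative. Single-dye values were not used, so the paired form is the main test: an intercept fitted by lmFit and moderated by eBayes in limma 3.58.1 under R 4.3.3, with Benjamini-Hochberg adjustment over all windows and a threshold of adjusted p under 0.1, as in the study. The fit was tested on simulated ratios with known changes in 10% of windows, and 8.88% of the calls were false at that threshold. The simulated windows were independent, with variances drawn from limma's own fit, so this share need not hold for neighbouring windows on the arrays. Adjacent windows past the threshold in the same direction were joined into regions. Named regions are the 5 longest and the 10 with the largest change in each direction, among those with 5 or more probes and the same direction in all 3 replicates. This rule was set before the data were examined, but for transcribed regions of each egg type. The joined windows to which it was applied were defined once the form of the data was known.

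The tiled sequence was rebuilt from the probes and translated in 6 frames, and 77509 open reading frames of 100 or more codons were marked. The sequence was searched for 20 protein motifs taken from textbook consensus patterns and PROSITE: the homeobox, T-box, Sox, forkhead, basic helix-loop-helix, nuclear receptor, C2H2 zinc finger, Wnt, protein kinase, cuticle, trypsin-like, cytochrome P450, DEAD-box, MCM, histone H2A, H2B, H3 and H4, HSP70 and actin motifs. The H4 motif had 0 matches. The motifs and the size of the windows were chosen after the form of the data was known, and the motifs before the values at them were read. As a check on chance matches, the search was repeated in reversed protein sequence, which gave 2 matches for the homeobox, 4 for forkhead, 7 for trypsin-like proteases and 42 for cytochrome P450. Of the motifs, 16 had enough windows for limma's camera, run against the 129931 windows in open reading frames or with a motif, with a preset correlation of 0.01 and with an estimated one. With the preset correlation 10 motifs passed an adjusted p under 0.05, and with the estimated correlation 0 did (2 at an unadjusted p under 0.05). The preset form takes windows as its units, so its small p-values do not measure agreement between replicates. The same motifs were also tested by limma's fry, which compares the windows of a motif with 0 and uses no background. The adjusted p from fry was 0.000452 for the homeobox, 0.00496 for Wnt and 0.00123 for the regulators together. It was 0.0965 for C2H2 zinc fingers and 0.179 for nuclear receptors. Without replicate 2, fry gave an adjusted p of 0.0878 for the homeobox. Windows named from a motif are among those with the largest change in their class, and listed regions named are among the 5 longest or the 5 with the largest change in each direction; both were named once their values had been seen. Regions from the paper's list of unfertilized eggs were tested in the same way as windows, by the median over the probes whose mid-points they hold.

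Alternatives were the dye as covariate with the replicate block, the mean over probes, windows with 5 or more probes, an adjusted p under 0.05 and each replicate left out. The table of all arrays was also run as an alternative, although it holds the same values. Added after the data were seen were centring on the median of each array, a correction for GC content per array, windows of 100 and 500 bp, and open reading frames alone. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9. Arrays give no depth, and the number of replicates limits the precision.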

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

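The tests of dye bias and of turned signs were chosen after the results they bear on had been seen; the other tests in this part were set out before their values were seen, once the patterns had been noticed.

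Nearly all very large changes were increases in fertilized eggs, with 5525 windows 8-fold or more higher and 14 lower. The authors' centring of the arrays was tested by the shift of 0.18 that evens the 2-fold counts, after which 8-fold increases still outnumbered 8-fold decreases by 176 to 1. GC content was tested in windows of 30 to 40% GC, where the ratio was 343 to 1. Neither a constant shift of that size nor GC content therefore accounts for the pattern. A shift so small could hardly even such counts, and scaling that changes the extremes alone was not tested, since the steps behind the deposited ratio are not stated. New transcription in the embryo, which can start from no RNA while maternal RNA can only fall as far as it is lost, is a candidate explanation and was not tested. A higher background in one egg type also stays open, since single-dye values were not used, and the direction of the ratio is not settled, although the paper's own measures run the way chosen here (434 genes at 3 or more on its log scale in fertilized eggs against 0 at -3 or less, and 21.4% of its differential genes 2-fold higher in fertilized eggs against 9.6% in unfertilized eggs).

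Probes that hold the repeat GTCAGGTCAGGTCA were higher in fertilized eggs at nearly all places where they lay, a signal in sequence that the paper does not discuss. The 171 probes at 105 places on all 10 linkage groups had a median log2 ratio of 3.21, and 170 of them were above 1. Probes 100 to 500 bp away had a median of -0.047, which argues against transcription of each place, and the dye-swapped replicate alone gave 3.23, which argues against dye bias. At the 99 places where the flanking probes were within 0.5 of 0, the repeat probes were still at 3.21, as probes would be that bind an RNA made elsewhere with the same repeat. Such an RNA may be abundant in fertilized eggs, but the repeat was first noticed among the highest probes and then tested on the same arrays.

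The windows past the threshold were tested against dye bias and against turned signs. Only replicate 2 was swapped, so a dye term in limma cannot be told apart from that replicate and does not decide on dye bias. The median log2 ratio of the non-swapped minus the swapped replicates was 0.049 in probes under 25% GC. In probes of 45% GC and over it was -0.053. With the sign of an array turned, 1 of 4 patterns of signs, the real one, gave 159759 windows, and the highest of the others gave 0 (10168 at an unadjusted p under 0.05). With 4 patterns the share cannot fall under 0.05. For the listed regions of unfertilized eggs the real pattern, again 1 of 4, gave 1451 and the highest of the others 0, with the same limit.

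On the unplaced scaffolds, whose genes the paper does not analyse, 16238 of 68720 windows passed the threshold, 9727 of them higher in fertilized eggs and 6511 lower. These are 14.2% and 9.47% of the windows there, against 12.4% and 10.7% over all windows. The scaffolds thus do not stand out by the share that passed. The longest region higher in fertilized eggs, on linkage group 7, was at a log2 ratio of 3.70 over 11525 bp with almost no long open reading frame, and the paper does not discuss it. Its start is set by a window without probe mid-points, and the increase runs on before that window.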

How the results depend on the processing

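Centring on the median of each array, the GC correction, the windows of other sizes, open reading frames alone and the limit of 100 bp for listed regions were chosen after the data were seen. Of 351 counts under alternatives, 315 were within 1.5 times the reported count. Some of the 351 came from the table of all arrays, which holds the same values, so these could not move. Of 438 values of single windows and regions, 426 moved by less than 1 SD and 0 were marked as reversed. A change of sign was not marked in motif windows that had not passed the test. All 12 that moved further did so with the mean over probes, which was tried for the named merged regions only. Leaving out a replicate or adding the dye cannot move a mean of 3 values by 1 SD. Most of the 438 were therefore bound to stay within it. Regions named for the same direction in all 3 replicates could not reverse when 1 was left out. Of 262 counts for motifs with fewer than 20 windows, 237 were within 1.5 times. With the dye as covariate beside the replicate block, which keeps the pairing of both egg types on an array, 133994 windows passed, 74398 higher and 59596 lower in fertilized eggs. Without a replicate, 116182 to 158484 windows passed. The balance of directions depended on scaling, summary and the number of probes. Centred on the median of each array, 93751 windows were higher and 64336 lower (59.3% higher). With the mean over probes, 94531 were higher and 93939 lower (50.2% higher). Windows with 5 or more probes gave 76815 higher (24912 by 2-fold) and 75128 lower (17130), or 50.6% higher. The excess of increases was thus nearly absent without windows of few probes, except among 2-fold changes. Windows of 100 bp gave 290025 past the threshold, 152965 higher (60953 by 2-fold) and 137060 lower (36243), and windows of 500 bp gave 73902, 39047 higher (11933) and 34855 lower (6409), since the number of windows differs. Open reading frames alone gave 63996 of fewer windows, 28070 higher (11620) and 35926 lower (11094), so that decreases outnumbered increases there. Of merged regions, 15775 higher and 11575 lower were longer than 200 bp. Listed regions longer than 100 bp gave 606 lower (287 by 2-fold) and 208 higher (129), and those longer than 200 bp 278 lower (136) and 87 higher (52), as fewer were tested. Without a replicate, homeobox windows lower in fertilized eggs numbered 6 to 8, forkhead windows lower 2 to 3 and regulator windows lower 15 to 20, while DEAD-box and MCM helicase windows together numbered 4 to 10 higher and 1 to 2 lower. At an adjusted p under 0.05, 2 forkhead windows and 1 helicase window were lower, and 1 helicase window was lower with the dye covariate and when centred on the median of each array; the cause was not tested.

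Alternatives that need single-dye intensities, random probes or gene positions were not run: other percentiles of the random probes, other rules for an expressed gene, quantile normalization across all channels, scaling by random probes only, loess with Aquantile, normexp, the dye as covariate without the block, expressed genes only, and other rules for unique regions. Signal over background, which limits what an array can show, was not analysed here.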

Differences from the paper's values

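The paper states that 9.6% of its differential genes were 2-fold or more higher in unfertilized eggs and 21.4% in fertilized eggs. The shares of windows, which are not genes, were 11.1% and 19.3% at the paper's thresholds, and neither is over 1.5 times apart from the paper's. This holds only for the direction given to the ratio, which the files do not state: read the other way, 19.3% would stand beside the paper's 9.6% and 11.1% beside its 21.4%, and both would be over 1.5 times apart. In windows of long open reading frames alone, an alternative chosen after the values were seen, the shares were 17.3% and 18.2%, so that the share for unfertilized eggs was over 1.5 times the paper's. Of the alternatives set before the data were examined, without replicate 2 gave 15.1% for unfertilized eggs, which is over 1.5 times the paper's share, and the others stayed within 1.5 times.

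The paper states that genes on unassigned contigs lay in areas that its microarray did not cover. The probe lists of the chips hold 555872 probes on 303 unplaced scaffolds, against 5813220 on the linkage groups. The paper gives a range of probe lengths of 49 to 74 bases, and the listed probes were 50 to 75 bases long.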

Other observations

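No test in this part was planned before the data were examined except the relation of regions to chromosome length. That relation was planned for transcribed regions, not for joined windows that differ between egg types.

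Windows inside and outside long open reading frames moved in different proportions, though sequence outside them is not all non-coding, since 63 of the 77 homeobox windows lay inside. In the 129770 windows that lie in an open reading frame of 100 or more codons, 33597 were lower in fertilized eggs and 26443 higher, while in the 562903 windows elsewhere 40262 were lower and 59457 higher. Among 4-fold changes, increases led in both, with 5496 against 701 in open reading frames and 6521 against 171 elsewhere. Some stretches held many windows changed in 1 direction. On linkage group 6 of Tcas_3.0 from 8800001 to 8900000, 44.0% of windows were higher in fertilized eggs, and on linkage group 9 from 19500001 to 19600000, 42.6% were. The median over 1325 blocks of 100000 bp was 11.2%. The block with the largest share lower in fertilized eggs was on linkage group 10 from 11300001 to 11400000, at 51.4% against a median of 9.30%. On linkage group 3 from 34200001 to 34300000, 48.6% of windows were lower, and 42 matches of the C2H2 zinc finger motif lay there.

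On the X chromosome, 14.1% of windows were higher in fertilized eggs and 12.9% lower, against 12.1% and 10.7% on the autosomes. In open reading frames the shares were 24.5% and 27.4% on the X chromosome and 20.3% and 25.8% on the autosomes. Single autosomes spread around these pooled shares. Linkage group 6 had 13.8% of windows higher, and 27.8% of its windows in open reading frames were lower, above the X chromosome, while linkage group 3, the one with most windows, had 9.72% higher. These shares compare the egg types, whereas the paper counts genes expressed in unfertilized eggs, and no test was made because neighbouring windows are not independent. Over the 10 linkage groups, the number of regions higher in fertilized eggs followed the tiled length (Pearson's r = 0.988, permutation p = 3e-05, adjusted p = 0.0001; Spearman's rho = 0.939, permutation p = 0.0003, adjusted p = 0.0003), and so did the number lower (r = 0.98, permutation p = 5e-05, adjusted p = 0.0001; rho = 0.927, permutation p = 0.0003, adjusted p = 0.0003), with the adjustment over 4 tests. Without the 2 linkage groups farthest from the median length, r was 0.952 and 0.920. Tiled length here is the number of windows tested times their size. A longer linkage group therefore had more windows that could pass, and the relation was largely built in.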
